A study of Mus musculus with 2 samples. Its data were reported in "FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling" (2020).

How the data were processed

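Established mouse THY-1+ germ cells, which are cultures enriched for spermatogonial stem cells (SSC) and grown on STO feeders (a mouse fibroblast line), were profiled by droplet single-cell RNA sequencing after 48 h with 0 or 20 ng/ml FGF9. The labels give a culture medium with 20 ng/ml GDNF, 150 ng/ml GFRA1 and 1 ng/ml FGF2 for both libraries, and do not say whether these were present during treatment; the study describes a change to medium with FGF9 or albumin alone. There was 1 library per treatment, and the labels give replicate 1 for both. The deposited matrices hold raw UMI counts (unit: counts) per gene and barcode, which the authors made with Cell Ranger against the mm10 mouse genome. The matrix header names Cell Ranger version 3.1.0, and the labels name Seurat 3.1 for the steps after it. Each matrix holds 32285 genes and the counts of a KIT antibody tag, and the deposited counts precede the authors' own cell filter. Gene coordinates were taken from a GENCODE annotation of the same build, in which 32235 of the 32285 gene identifiers were found. No annotation of cell types was used, since the files hold none.

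Barcodes were kept with at least 2000 genes detected and at most 20% mitochondrial UMIs. Doublets were sought with the Scrublet method in scanpy 1.11.5 (30 principal components, genes found in at least 3 cells). It marked 0 control barcodes and 1 FGF9‐treated barcode (0.0217%), a number so low that the caller has not worked, and doublets therefore remain among the cells. After this was seen, an alternative was added that leaves out barcodes with over 2.5 times the median UMIs of their library, 76 in control and 143 in FGF9‐treated cells.

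Cells were clustered with Seurat 5.3.0 under R 4.3.3: genes found in at least 10 cells, 2000 variable genes, anchor integration of the 2 libraries over 30 dimensions, regression of S and G2/M scores, 20 principal components and a resolution of 0.4. A cluster took a cell type's name when at least 3 of its 10 leading genes by fold (with 5 CPM added) were markers of that type. Only a feeder-like and a dying-like cluster could be named, so the other clusters were counted as germ cells and are given by number. A further clustering left out the 9772 genes whose log2 ratio between the libraries exceeded 0.5 in size, and only this one was used to compare shares of germ cell clusters between the libraries. The germ, feeder-like and dying-like classes, and the clusters within which genes were compared, come from the clustering with all genes. In the clustering without those 9772 genes, cluster 1 took the name differentiating-like with 3 markers. It did not take this name in an earlier run of the same steps outside the fixed software environment, so it too is given by number. Membership of clusters and part of the 6 genes named below differed between that run and this one; the cause was not tested. Because no cluster could be named SSC-like, the cluster share compared below was defined after the clusters were seen, as that of the germ cluster with the highest SSC minus differentiating marker score in control cells (log2 of CPM plus 1 against all control germ cells).

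UMIs were summed over germ cells in each library and divided by the library's germ cell total to give CPM, the usual scale of counts relative to a library's total. Ratios are log2 of FGF9‐treated over control CPM, with exact conditional binomial 95% intervals; CPM values have exact Poisson intervals and shares of cells exact binomial (Clopper-Pearson) intervals. With 1 library per treatment no test between treatments exists, so no p-value is given, and every interval covers counting error only, not variation between cultures. In the same way "higher" and "lower" describe these libraries. Where a share was 0, the limit given is that of 3 counts. The germ cell totals were 65855011 UMIs in control and 65286576 in FGF9‐treated cells. Shares of cells with a UMI and cell cycle phases were computed on cells thinned at random to 5000 UMIs, which left out 16 control and 21 FGF9‐treated germ cells, and again on unthinned cells and on cells thinned to 8000 UMIs (110 and 353 left out). Phases came from Seurat's CellCycleScoring with its own 43 S and 54 G2/M genes in mouse spelling, not with the lists the authors used, whose members their text does not give. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, edgeR 4.0.16 and DESeq2 1.42.0.

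Genes were named by a rule fixed before the data were examined, as were the filter, the gene lists, the cell type markers and the alternatives below, save those said to be added later. The rule takes genes the study names in its text on these libraries or on its PCR of other cultures (Bcl6b, Sdc4, Csf1 and T); the further members of its marker sets come under the lists; the 12 highest and 12 lowest ratios among genes with at least 20 CPM in a library, leaving out predicted genes, clone names and mitochondrial transcripts; up to 4 members of each list with the largest ratios in size; and the 6 genes whose ratios differ most between the germ clusters at the ends of the SSC minus differentiating score, with at least 100 UMIs in each sum. Among the highest and lowest ratios, genes over 5 times higher in feeder-like cells than in the germ cells of both libraries are listed apart; members of lists are not, and the text says which of those named pass the same limit. Genes outside the rule are said to be chosen after their values were seen. A list's median was taken over members with at least 10 CPM in a library, with an interval from 1000 Poisson draws, and was placed among the medians of 10000 random lists matched on mean expression in 20 bins. That percentile describes these libraries and is not a test. The 36 lists cover germ cell stages, other testis cell types, feeder and dying cells, FGF, GDNF and p38 signalling, stress, growth, cell cycle, metabolism, interferon, TGF-beta, retinoic acid and pluripotency.

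The procedure was tested on simulated counts with 200 changed genes among those measured. The 95% intervals held the true ratio for 49 of 50 genes at folds of 4, 2 and 0.5, for 50 of 50 at 0.25, and for 95.1% of 8407 unchanged genes. Of 200 random lists of 8 genes, 187 lay inside the central 95%, and 20 of 20 lists raised to a fold of 2 lay above it.

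Alternatives were other scalings (TMM factors, which move every log2 ratio by 0.0333, and DESeq2 size factors, which move it by 0.0125), a mean over cells in place of the sum, no cell filter, a filter of 3000 genes and 15% mitochondrial UMIs, doublets kept, G1 cells alone, other CPM minimums, other depths for thinning, phases scored in each library alone, and other clusterings. The median tag of feeder-like cells was added as a background for the KIT tag after the values were seen. RNA velocity was not analysed here, because the matrices hold no separate unspliced counts, and pseudotime was not analysed here either. The study's bulk RNA sequencing was not used here.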

Results

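Gene expression and a KIT surface tag were measured in single THY-1+ germ cells cultured for 48 h with 0 (control, 1 library) or 20 ng/ml FGF9 (FGF9‐treated, 1 library). Whether GDNF and FGF2, which act on some of the same genes, were in the medium during these 48 h is not settled by the labels. The study describes a change to medium with FGF9 or albumin, and control cells without growth factors. Under that description the control is a culture deprived of GDNF and FGF2, and the ratios compare FGF9 with that state. The control library held 5312 barcodes with 71481926 UMIs, and the FGF9‐treated library held 5959 barcodes with 72669787 UMIs. The filter left 4188 control cells, with a median of 14845.5 UMIs and 4615.5 genes. It left 4599 FGF9‐treated cells after removal of 1 marked doublet, with a median of 13134 UMIs and 4268 genes. Germ cells made up 4046 of the control and 4419 of the FGF9‐treated cells. Feeder-like cells were 32 in control (0.764%, 95% interval 0.523 to 1.08) and 64 in FGF9‐treated cells (1.39%, 1.07 to 1.77). Dying-like cells were 2.63% and 2.52%.

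The comparison of the libraries asks how germ cells respond to FGF9. FGF9‐treated germ cells had far more transcript of the FGF-responsive ETS factors Etv4 and Etv5, of the ERK phosphatase Dusp6 and of the SSC receptor genes Ret and Gfra1, and less of Kit, Neurog3, Sox3 and Sohlh1, which mark progenitor and differentiating spermatogonia. Etv5, a transcription factor needed for SSC self-renewal, stood at 1.87 CPM in control and 29.8 CPM in FGF9‐treated germ cells, a log2 ratio of 3.99 (3.73 to 4.27). Etv4, its close relative, had a ratio of 4.45 (4.13 to 4.80), and Dusp6, a feedback inhibitor of ERK, 3.18 (3.03 to 3.34). There were no replicates, so all ranges given with values are 95% intervals of counting error only.

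Among the genes the study names, Gfra1, the GDNF co-receptor, went from 16.4 CPM in control to 59.1 CPM (log2 ratio 1.84, 1.75 to 1.94). Ret, the signalling receptor for GDNF, went from 35.2 to 105 CPM (1.57). Bcl6b and Lhx1, which GDNF induces in SSC, had ratios of 1.54 (1.25 to 1.83; 0.97 in cells called G1 alone) and 1.59 (1.45 to 1.73). Id4, an SSC marker, differed less, with a ratio of 0.32 (0.20 to 0.44), and Sdc4 had -0.18. T was counted at 3 UMIs in control and 14 in FGF9‐treated cells, a ratio of 2.23 with an interval of 0.39 to 4.68. Kit, the receptor that appears with differentiation, was lower in FGF9‐treated cells at 2.99 against 13.1 CPM (-2.13, -2.37 to -1.91). Neurog3, a progenitor factor, stood at 14.7 against 45.0 CPM (-1.62), Sox3 at 37.6 against 98.4 CPM (-1.39), Sohlh1 at 107 against 222 CPM (-1.05) and Uchl1 at 648 against 1349 CPM (-1.06). Crabp1, a retinoic acid binding protein, had a ratio of -0.89 and the uridine phosphorylase gene Upp1 -0.64. For Stra8, which retinoic acid induces, no difference was detectable in the sum over germ cells (-0.18, -0.38 to 0.02), and the same holds for Csf1 (-0.47, -1.01 to 0.06), at 74 and 53 UMIs.

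**Figure D1:**
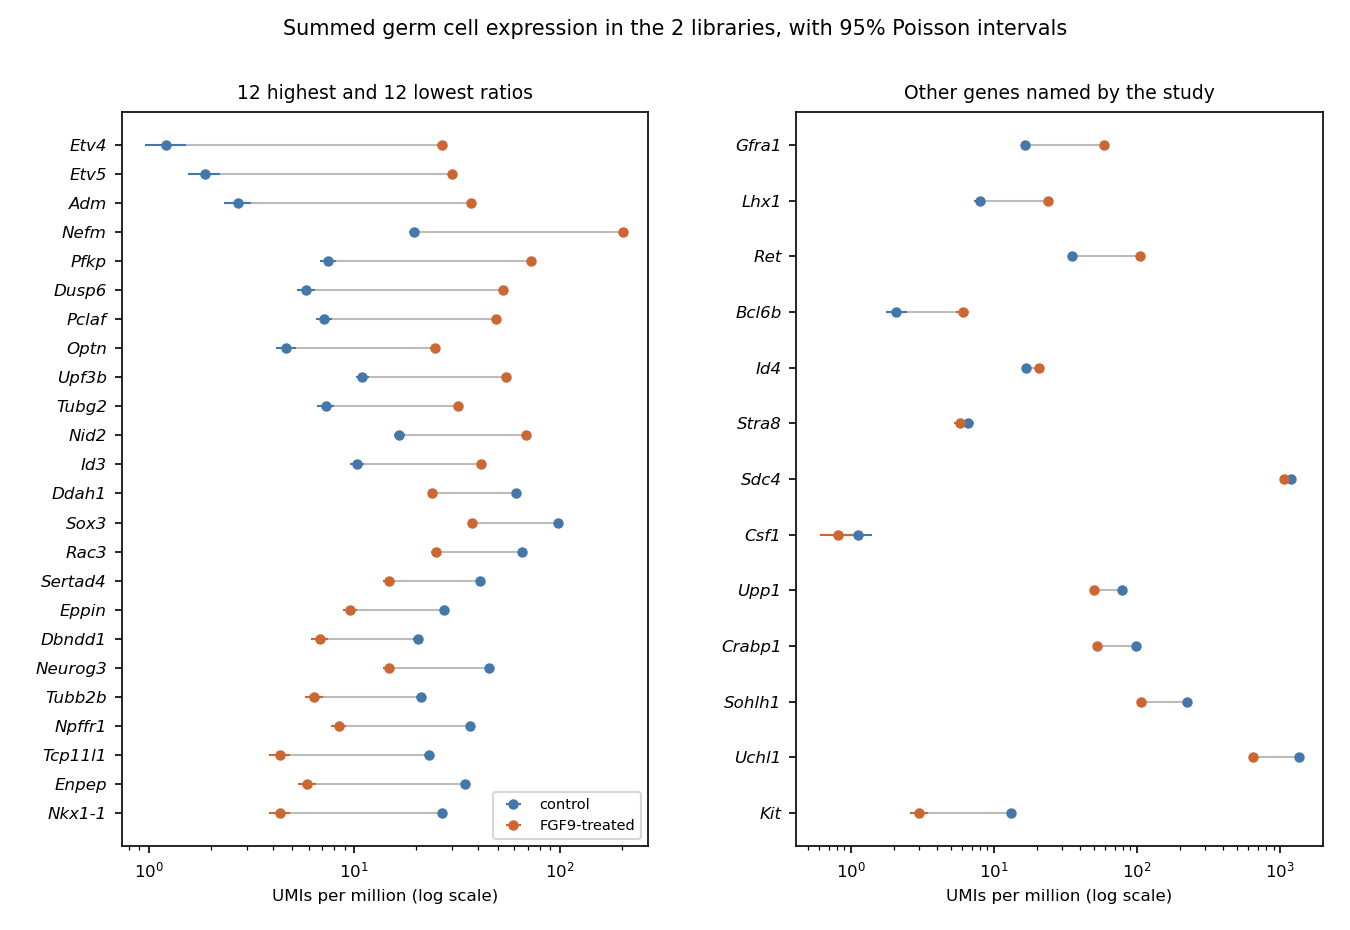
Summed germ cell expression in CPM (log axis) in control and FGF9‐treated cells, with 95% Poisson intervals; the left panel has the 12 highest and 12 lowest ratios and the right panel the other genes the study names with at least 20 UMIs. Etv4 and Etv5 lie farthest apart among the genes higher in FGF9‐treated cells, and Nkx1-1 and Enpep among those lower.

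Genes at the upper end of all ratios also included the vasodilator peptide gene Adm (3.76, from 2.72 to 36.8 CPM), the neurofilament gene Nefm (3.38, from 19.4 to 203 CPM), the glycolytic gene Pfkp (3.28, from 7.47 to 72.7 CPM) and the replication factor Pclaf (2.78, and 1.31 in cells called G1 alone). Optn (2.39), Upf3b (2.32), Tubg2 (2.14), the basement membrane gene Nid2 (2.05) and the BMP target Id3 (10.3 and 41.2 CPM) completed the 12 highest. At the lower end stood the homeobox gene Nkx1-1 (-2.62), the peptidase gene Enpep (-2.54), Tcp11l1 (-2.41) and the neuropeptide receptor gene Npffr1 (-2.12). Tubb2b (-1.72), Dbndd1 (-1.58), Eppin (-1.52), Sertad4 (-1.47), the GTPase gene Rac3 (-1.39) and Ddah1 (-1.35) came next to Neurog3 and Sox3. Over the 6895 genes with at least 20 CPM in a library the median ratio was -0.03, with the percentiles 1 and 99 at -0.90 and 1.21. Genes much more abundant in feeder-like cells, listed apart, were Anxa2 (2.56), Capg (2.26) and Timp2 (-1.63).

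Etv5 (ENSMUSG00000013089) lies on chromosome 16 from 22381309 to 22439719, Ret (ENSMUSG00000030110) on chromosome 6 from 118151745 to 118197718, Gfra1 (ENSMUSG00000025089) on chromosome 19 from 58235604 to 58455909 and Kit (ENSMUSG00000005672) on chromosome 5 from 75574916 to 75656722 in the mm10 build.

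Most genes of these lists moved in the same sense. Of 19 FGF and MAPK targets, 13 could be measured and all 13 were higher in the FGF9‐treated library, with a median log2 ratio of 1.77 (1.67 to 1.84), at percentile 100 of the random lists. They included Spry4, a receptor signalling inhibitor (5.31, 4.69 to 6.01), the cyclin gene Ccnd1 (1.77), which is far more abundant in feeder-like cells, and Ier3 (1.84). All 5 measured SSC markers were higher, with a median of 1.57; Esrp1, a splicing factor among them, had 1.36. Of 7 progenitor markers 6 were lower and 1, Lhx1, was higher, with a median of -0.64, and Rarg, a retinoic acid receptor gene, had -0.80. Of 7 measured differentiating markers 5 were lower, 1 was higher and 1 lay within counting error, with a median of -0.68; the DNA methyltransferase gene Dnmt3b had -0.68 and Sohlh2, named after its value was seen, was the higher one. The study's own lists, in which 1 of 5 progenitor and 1 of 7 self-renewal genes went against the median and 2 of 4 differentiation genes lay within counting error, gave medians of 1.57 for SSC, -0.41 for progenitor, -0.97 for differentiating, 1.57 for self-renewal and -0.36 for differentiation genes. The SSC, progenitor and differentiating lists among these, and most markers of the same names above, are those the study used on these samples and are not independent evidence of their direction. The study showed its self-renewal and differentiation lists on bulk RNA sequencing. Targets of GDNF, Etv5 and Bcl6b had a median of 1.59.

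**Figure D2:**
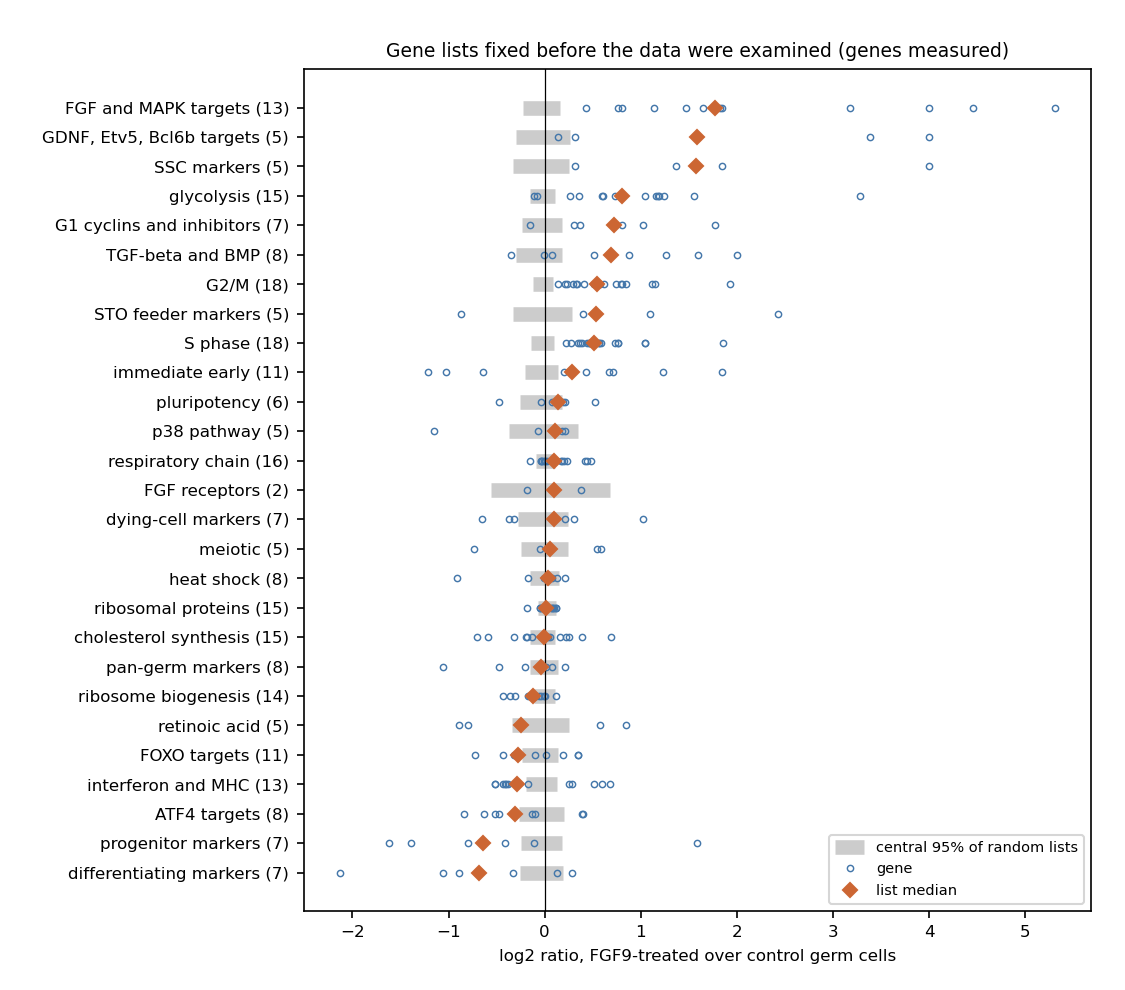
Log2 ratios of FGF9‐treated over control germ cell expression by gene list; diamonds are list medians, circles are genes with at least 10 CPM in a library and grey bars span the central 95% of medians of matched random lists. Of the lists drawn, which leave out the study's own, FGF and MAPK targets have the highest median (1.77) and differentiating markers the lowest (-0.68).

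Genes of the cell cycle were higher as well. All 18 S phase genes were higher in the FGF9‐treated library, with a median of 0.52, led by the ribonucleotide reductase gene Rrm2 (1.85), and all 18 G2/M genes, with a median of 0.54, led by the proliferation marker Mki67 (41.8 and 159 CPM, 1.93). Of 7 measured G1 cyclins and inhibitors 6 were higher (median 0.72), among them Ccnd2 (0.81) and the inhibitor gene Cdkn1c (0.72). Called S or G2/M, on cells thinned to 5000 UMIs, were 1601 of 4030 control germ cells (39.7%, 38.2 to 41.3) and 2448 of 4398 FGF9‐treated germ cells (55.7%, 54.2 to 57.1). Without thinning the shares were 38.4% and 54.4%. In control 38.7% and in FGF9‐treated cells 27.6% of germ cells had a phase score within 0.05 of the limit between calls. When each library was scored alone, which centres the scores in each, the order turned, with 58.7% in control and 50.8% in FGF9‐treated cells. Feeder-like cells moved the same way: 0 of 32 in control and 14 of 64 in FGF9‐treated cells were called S or G2/M, and a UMI of Mki67 was found in 3.12% and 18.8% of them beside 9.26% and 26.2% of germ cells. Whether these are doublets or dividing feeder cells was not tested, free RNA is weighed below, and cycling is not read from the calls alone.

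Within each of the 5 germ cell clusters, the question was whether the markers differed in every part of the culture. The clusters were formed in part by genes that differ between the libraries, such as Nefm, Adm and Pfkp in cluster 1, and held 1536, 484, 1089, 839 and 98 control cells and 1164, 1553, 709, 476 and 517 FGF9‐treated cells, so they are not fixed parts of the culture. Etv5 was higher in FGF9‐treated cells in clusters 0 to 4, with log2 ratios of 3.23, 4.90, 5.08, 3.96 and 3.93, of which those in clusters 1, 2 and 4 rest on 10, 8 and 4 control UMIs (4.01 to 5.96, 4.06 to 6.31 and 2.56 to 5.81), and so were Ret (1.39, 1.71, 2.60, 1.88 and 1.62) and Gfra1 (1.65, 1.69, 1.99, 2.25 and 1.30). Kit was lower in each (-2.46, -2.60, -1.78, -2.45 and -2.60). Stra8 was lower in cluster 1 (-0.79, -1.20 to -0.37), and its intervals held 0 in clusters 0, 2, 3 and 4 (-0.12, 0.24, -0.47 and -0.23). FGF and MAPK targets had medians between 1.34 and 2.12, SSC markers between 1.36 and 1.99, differentiating markers between -0.80 and -0.41 and progenitor markers between -0.80 and -0.27. The cell cycle lists differed less within most clusters than over all germ cells: S phase medians were 0.26, 0.23, 0.30, 0.54 and 0.24 in clusters 0 to 4, and G2/M medians 0.16, 0.03, 0.36, 0.63 and 0.04. Clusters 4 and 1 were themselves led in part by cell cycle genes. These were Pclaf, Rrm2, Mki67 and others in cluster 4 and Ccnb1, Mki67 and Ube2c in cluster 1. A comparison within such clusters can take out part of a cell cycle difference. The smaller medians therefore do not show that the difference shrinks within cell types. Between clusters 0 and 2, which had the highest and the lowest SSC minus differentiating score, and among the 8227 genes with at least 100 UMIs in each sum, the ratio differed most for Ret (1.39 and 2.60), the histone gene Hist1h2aa (-0.20 and 1.01), Lasp1 (-0.20 and 0.73), Ube2q2 (0.56 and 1.46), the proton channel gene Hvcn1 (-0.69 and 0.18) and the granzyme gene Gzmf (0.13 and 1.00); these differences were not tested. Ret is part of the score that chose these clusters in control cells. This can make its ratio lower in cluster 0 and higher in cluster 2, and whether it did was not tested.

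**Figure D3:**
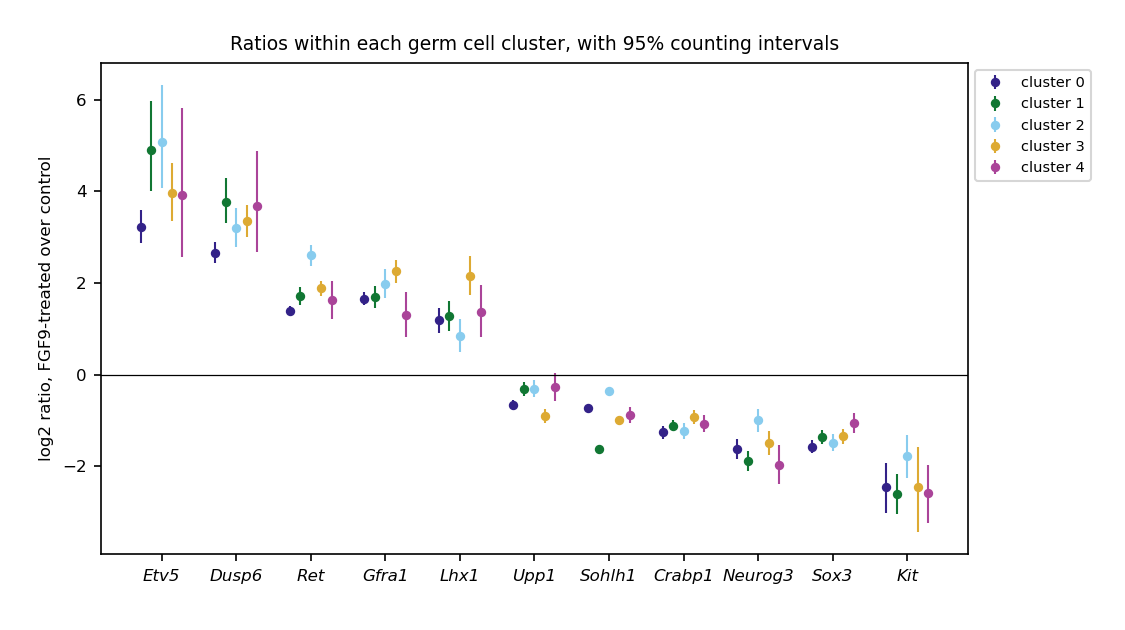
Log2 ratios of FGF9‐treated over control expression within germ cell clusters 0 to 4, with 95% counting intervals. Etv5, Ret and Gfra1 lie above 0 and Kit lies below 0 in each cluster.

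In the clustering made without differing genes, cluster 3, which had the highest SSC minus differentiating score (1.16), held 640 of 4060 control germ cells (15.8%, 14.7 to 16.9) and 1154 of 4428 FGF9‐treated germ cells (26.1%, 24.8 to 27.4). The order turned with all variable genes and at a lower cluster resolution, as the closing section gives, so these data do not settle which culture held the larger share. Inside cluster 3, Etv5 had a log2 ratio of 1.99, Ret 0.89, Gfra1 1.01, Kit -2.19 and Sox3 -1.51. In clusters 0, 1 and 2 Etv5 had 4.64, 4.35 and 5.18, the last from 8 control UMIs, and Ret 1.80, 1.70 and 1.71. Cluster 3 was chosen for high SSC markers in control cells, which can lower its ratios for them, and whether it did was not tested. In cluster 3 the shares called S or G2/M were 31.9% of 634 control cells and 40.0% of 1142 FGF9‐treated cells. In control and FGF9‐treated cells they were 45.5% and 66.3% in cluster 0, 35.7% and 71.9% in cluster 1, and 41.3% and 49.6% in cluster 2. Cluster 1, in which 3 of 10 leading genes marked differentiating spermatogonia, held 32.8% of control and 18.4% of FGF9‐treated germ cells. Cluster 2 held 11.7% and 30.2%, and cluster 0 held 39.1% and 25.1%. Leading genes of cluster 2 still included Nefm, Adm and Anxa2, and those of cluster 1 Nkx1-1, Sox3, Uchl1 and Sohlh1, which differ between the libraries. Whether the shares of these clusters restate those differences was not tested.

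More germ cells had a UMI of Etv5, Ret and Gfra1 in the FGF9‐treated library. On cells thinned to 5000 UMIs, Etv5 was found in 1.09% of control germ cells (0.794 to 1.46) and 13.8% of FGF9‐treated germ cells (12.8 to 14.9). Feeder-like cells had 3.12% (0.0791 to 16.2) and 1.56% (0.0396 to 8.40), so that the control share does not stand above that of feeder-like cells. Ret was found in 604 of 4030 and 1780 of 4398 germ cells, beside 3.12% (0.0791 to 16.2) and 6.25% (1.73 to 15.2) of feeder-like cells. Gfra1 was found in 7.37% and 24.2% of germ cells, beside 12.5% (3.51 to 29.0) and 4.69% (0.977 to 13.1). At 8000 UMIs Gfra1 was found in 11.3% of control germ cells beside 1 of 32 feeder-like cells, so the 32 control feeder-like cells are too few to say whether that share is background. Id4 was found in 7.69% and 9.94% of germ cells, beside 15.6% (5.28 to 32.8) and 7.81% (2.59 to 17.3) of feeder-like cells, and neither share is shown to stand above background. Kit was found in 5.73% and 1.39% of germ cells and in 0 of 32 and 0 of 64 feeder-like cells, which allows shares of up to 9.38% and 4.69%, so that neither germ cell share of Kit is shown to stand above background. For Dusp6 and Etv4 the feeder-like share went with the germ cell share. Dusp6 was found in 2.93% and 22.1% of germ cells beside 3.12% and 9.38%, and without thinning in 7.74% and 46.9% beside 9.38% and 62.5%. Etv4 was found in 0.695% and 10.7% of germ cells beside 0 of 32 and 4 of 64 cells, and without thinning in 1.75% and 28.9% beside 0 of 32 and 20 of 64 cells. The unthinned shares of these 2 genes in FGF9‐treated germ cells do not stand above those of feeder-like cells, which are deeper. Whether Dusp6 and Etv4 in feeder-like cells are background or their own RNA was not tested. Sohlh1 was found in 58.3% and 33.5% of germ cells, beside 9.38% and 1.56%. Without thinning the germ cell shares were 2.79% and 32.5% for Etv5 (feeder-like 3.12% and 15.6%), 35.1% and 70.2% for Ret (6.25% and 9.38%), 19.5% and 49.1% for Gfra1 (18.8% and 20.3%), 21.6% and 23.7% for Id4 (37.5% and 26.6%), 15.1% and 3.71% for Kit (3.12%, and 0 of 64 cells), and 83.9% and 56.3% for Sohlh1 (8 of 32 and 4 of 64 cells). Median depths before thinning were 14827 and 13068 UMIs in germ cells and 20361 and 26353 UMIs in feeder-like cells.

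The antibody tag asked whether KIT protein at the cell surface differed as Kit RNA did. The median germ cell carried 437 KIT tags in control and 309 in FGF9‐treated cells, a ratio of 0.707. Germ cells with a Kit UMI carried a median of 660 tags in control (612 cells) and 397 in FGF9‐treated cells (164 cells), and those without one carried 421 and 306. Feeder-like cells carried 397.5 and 332, and barcodes outside the filter, with little RNA, carried 439 and 313, so that most of the tag signal in germ cells stood at the level of these barcodes.

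**Figure D4:**
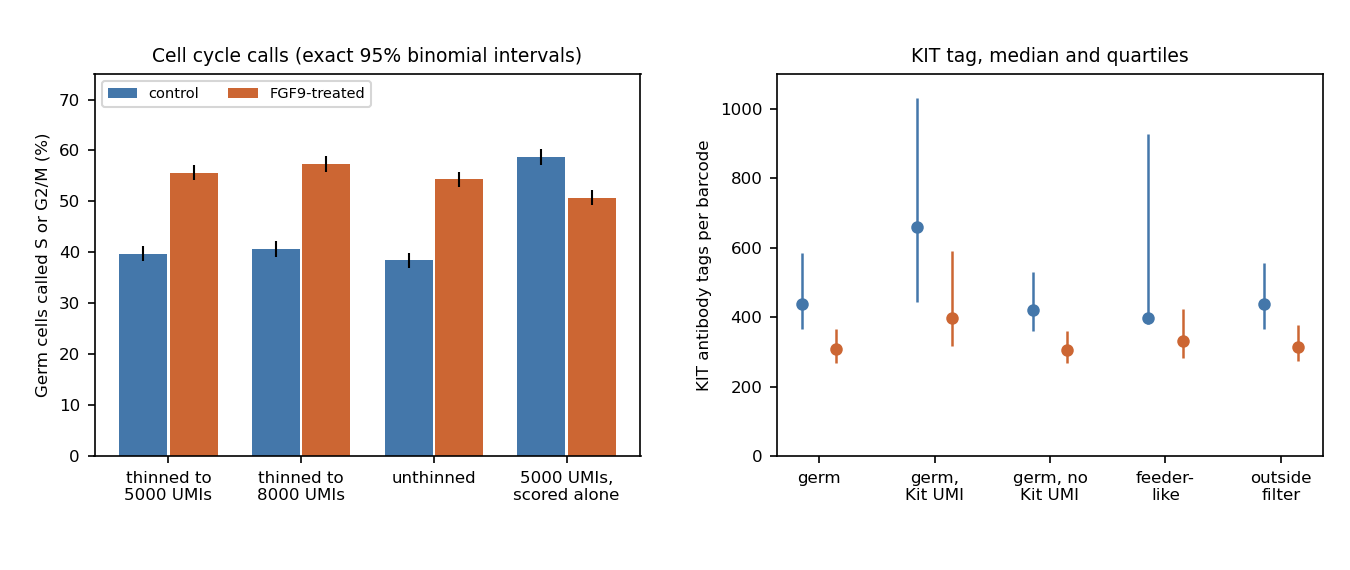
Left, percent of germ cells called S or G2/M by setting, with exact 95% binomial intervals; right, KIT antibody tags per barcode, medians with quartiles, by class of barcode. The share is higher in FGF9‐treated cells in 3 settings and lower when each library is scored alone.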

Values the study reported

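The study reported 4143 control cells with a median of 14,927 UMIs and 4,626 genes after filtering, and 4482 FGF9‐treated cells with a median of 13,289 UMIs and 4,300 genes; the legend of a figure gives the cell numbers of control and FGF9‐treated cells the other way round. In its SSC cluster it counted 60 of 666 FGF9‐treated cells (9.0%) and 8 of 442 control cells (1.8%) in S or G2/M phase. It described higher Etv5, Ret and Gfra1 and lower Sox3, Sohlh1 and Uchl1 in SSC after FGF9, no difference in Stra8, and higher Kit RNA and KIT protein in control cells.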

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

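The test in this part was chosen only after the result was seen. The RNA of barcodes outside the cell filter, 1124 in control and 1359 in FGF9‐treated cells, entered none of the comparisons above, in which only their KIT tags were used, and it was looked at for that reason. In their summed UMIs Etv5 had a log2 ratio of 4.16 (2.75 to 6.06), from 4 UMIs in control and 86 in FGF9‐treated barcodes. Etv4 was counted at 1 and 66 UMIs (5.77, 3.25 to 11.10) Dusp6 at 5 and 99 UMIs and Nefm at 26 and 355 UMIs, and Ret (1.97), Gfra1 (1.92) and Kit (-1.89) had ratios of the same sign as in germ cells. Sohlh1 had -0.17 (-0.45 to 0.10) there, at 69.4 and 61.5 CPM, an interval that leaves out its ratio in germ cells (-1.05); the cause was not tested.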

How the results depend on the processing

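The exclusion of barcodes with over 2.5 times the median UMIs and the feeder-like KIT background were chosen only after the data were seen. The Etv5 log2 ratio lay between 3.89 and 4.03 under 8 alternatives, inside its counting interval. Among list medians, SSC markers at a minimum of 50 CPM gave 1.71, differentiating markers gave -0.82 in G1 cells alone and -0.51 with no CPM minimum, and FGF and MAPK targets gave 1.65 with no CPM minimum; the other alternatives, and all for progenitor markers, stayed inside counting error. The difference in S or G2/M calls of 15.9 percentage points turned to -7.96 when each library was scored alone, which by construction centres the scores in each. The cluster share difference of 10.3 percentage points turned to -11.6 with all variable genes and to -7.48 at a resolution of 0.2, and was 38.8 with the libraries merged without integration, 10.2 at a resolution of 0.8 and 11.2 with 30 principal components; the cause was not tested. The clusters that turned it had low SSC minus differentiating scores (0.43 and 0.22, against 1.16). The KIT tag ratio of 0.707 was 0.633 for means, 0.784 per 10000 UMIs and 0.835 in feeder-like cells. The difference in cells with an Etv5 UMI, 12.8 percentage points, was 29.7 without thinning and 19.2 at 8000 UMIs, since deeper cells show more genes. Of 37 single genes, 1 changed sign: Csf1, not distinct from 0 in germ cells, was 0.89 without a cell filter, where feeder-like cells, rich in it, enter the sum. In G1 cells alone 13 left their counting interval, Pclaf the farthest (1.31); 4 did so as a mean over cells, 3 without a cell filter, 2 with TMM factors and 0 under the other 4 alternatives. Phase calls with doublets kept were not run, because the 1 marked cell was not scored. Cluster membership also differed in an earlier run of the same steps outside the fixed software environment, and the cause was not tested. No paired analysis was possible because each treatment has 1 library. Ratios that rest on few UMIs, such as that of T, have wide intervals.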

Other observations

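Of the tests in this part, those of the KIT tag, of the S and G2/M calls and of feeder RNA in Rpl39 were chosen only after the result was seen. Glycolysis genes were higher in FGF9‐treated germ cells, 13 of 15 beyond counting error, with a median log2 ratio of 0.81. Among them were Tpi1 (1.56), the lactate dehydrogenase gene Ldha (1.25) and the aldolase gene Aldoa (1.19), beside Pfkp; Tpi1, Ldha and Aldoa are over 5 times more abundant in feeder-like cells, as are Fos, Jun, P4ha2 and Rpl39 named below and Csf1 above. Respiratory chain genes had a median of 0.10. Of 8 TGF-beta and BMP genes 5 were higher (median 0.69), among them the feedback inhibitor gene Smad7 (1.59) and Id1 (1.26). Of 11 immediate early genes 8 were higher, such as Fos (1.23) and Ier3, and 3 lower, such as Jund (-1.22) and Jun (-1.02), with a median of 0.29. Interferon and antigen presentation genes moved apart, with 8 lower, such as Irf1 (-0.52), and 5 higher, such as Ifitm1 (0.68), and a median of -0.28. ATF4 targets had a median of -0.31, with 6 of 8 lower, such as Trib3 (-0.84), and FOXO targets -0.27, with 7 of 11 lower, such as Bcl6 (-0.72). Ribosome biogenesis genes had a median of -0.12, with 11 of 14 lower.

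Feeder markers stood higher in FGF9‐treated germ cells, 4 of 5 with a median of 0.53, among them Vim (2.43) and S100a6 (1.10), while Col1a1 had -0.87. A test of feeder RNA as the source of feeder-enriched genes was run after the values were seen and is weighed below for Rpl39 alone; its values follow. From 20 feeder-specific genes feeder RNA made up 0.0628% of control and 0.166% of FGF9‐treated germ cell UMIs. The median over these genes of each gene's own difference, 0.106%, accounted for between 0.795% (Capg) and 81.6% (S100a6) of the difference in 26 feeder-enriched genes that were higher after FGF9; for Vim it was 29.1%, for Aldoa 0.960% and for Ccnd1 1.55%. Of the p38 pathway genes Mapk13 was lower (-1.15), and the median was 0.10. FGF receptors (0.10), heat shock genes (0.04, with Hspa1a at -0.92), cholesterol synthesis (-0.01), ribosomal proteins (0.02), dying-cell markers (0.09), pan-germ markers (-0.04), meiotic genes (0.05, with Sycp3 at -0.74), retinoic acid genes (-0.24, with Crabp2 at 0.84) and pluripotency genes (0.14, with Pou5f1 at 0.53) had medians inside the central 95% of random lists. No Sertoli, Leydig, myoid, endothelial or macrophage marker reached 10 CPM in germ cells, with the highest level of each list, named after the levels were seen, at 5.99 CPM for Wt1 (Sertoli), 5.07 for Star (Leydig) and 4.96 for Myh11 (myoid and endothelial), and Cd68 (macrophage) lower still. Chosen after their values were seen, the neighbouring imprinted genes H19 (1.51) and Igf2 (1.26) were both higher, and Fgf9 itself was at 9.32 and 17.7 CPM (0.92).

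The KIT tag was lower in FGF9‐treated germ cells. If a lower level of unbound antibody were the whole cause, feeder-like cells would differ as germ cells do, and their difference in median tags was 51.2% of that in germ cells, which lies between values set for and against with the result in view. Other scalings of feeder-like cells do not settle it, with mean tags of 1255 in control and 1759.5 in FGF9‐treated cells, and 234 and 138 per 10000 UMIs. Barcodes outside the filter, with medians of 439 and 313 against 437 and 309 in germ cells, differed about as much as germ cells, but these could hold damaged germ cells with bound antibody as well as free antibody. Within each library, germ cells with a Kit UMI carried more tags than those without, 660 against 421 in control and 397 against 306 in FGF9‐treated cells. This gap was narrower in FGF9‐treated cells, which an equal fall of unbound antibody in all cells would not give. No interval was computed for the gap. Less unbound antibody and less KIT protein are still not told apart here, because the 2 measures of background differ and only 32 and 64 cells are feeder-like.

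More FGF9‐treated germ cells were called S or G2/M. Depth per cell is argued against as the cause, since the difference was 15.9 percentage points in cells thinned to the same number of UMIs. Centring of the scores is argued against by the S phase list, whose summed expression, which involves no centring, had a median log2 ratio of 0.52. RNA of cycling cells free in the droplets stays open, since 0 of 32 control and 14 of 64 FGF9‐treated feeder-like cells were called S or G2/M as well, as does a response to the treatment, and the order of the calls turned when each library was scored alone.

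Rpl39 (118 and 289 CPM, log2 ratio 1.29, chosen after its value was seen) and Upf3b, neighbours on chromosome X, were both higher in FGF9‐treated cells, while the related gene Rpl39l was not (-0.06). Feeder RNA accounted for 1.47% of the difference in Rpl39 and so is argued against. Were the FGF9‐treated cells of 2 classes, high and low, the counts of both genes would go together across cells; their correlation was 0.0408 (0.0113 to 0.0703) in FGF9‐treated and 0.0571 in control cells, across cells of 1 library each, where a simulated equal mix of control-like and higher cells gave 0.230. The interval lies wholly under the value set in advance for such classes, which argues against classes that distinct, but it spans the value set in advance against them, so weaker classes stay open; the use of the interval was decided only after the correlation was seen. Transcription running from Upf3b into Rpl39 was not tested.

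A hypothesis from this pair was that neighbouring genes share their differences across the genome. The log2 ratios of 6871 adjacent pairs of expressed genes correlated with r = 0.0840, across genes, which are not independent replicates, and 1000 shuffled orders reached 0.0419 at most. A weak sharing among neighbours may therefore exist, and its source was not tested. Gain or loss of a whole chromosome in one culture was also tested: the largest shift of a chromosome's median log2 ratio from that of all genes was -0.0609, on chromosome 8, which argues against it.

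Adm, Pfkp and Ankrd37 (1.93, from 42.8 to 164 CPM, chosen after its value was seen), all higher in the FGF9‐treated library, are known targets of hypoxia-inducible factor. The hypothesis that its other targets move with them was tested on 11 further targets, whose median of 0.21 lay at percentile 99.7 of matched random lists. Of these, named after their values were seen, P4ha2 (1.01), Ndrg1 (0.87) and P4ha1 (0.82) were higher, but Bnip3 (-0.59) and Egln1 (-0.53) were lower and Pdk1 stood at -0.01. A candidate explanation is a partial activity of this factor, in these libraries only, and the denser growth of a culture was not measured.

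Shares in S or G2/M within cluster 3 are over 634 control and 1142 FGF9‐treated cells of a cluster rebuilt here. The study's shares are over its own SSC cluster, and a legend describes them as membership of an S/G2/M cluster found when those cells were clustered again. The shares here are phase calls per cell. Cell set and measure both differ, so no direction between them is given.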
